A study of Mus musculus with 37 samples.

How the data were processed

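CUT&Tag, in which an antibody brings a transposase to chromatin so that DNA near the bound protein is cut and sequenced, was run on mouse intestinal epithelium grown as 3-dimensional cultures. Per the labels, the cells carried tamoxifen-inducible Cre and floxed Eif4g2, either on 1 allele (heterozygous) or on both (homozygous). They received 0.5 µM 4-hydroxytamoxifen for 24 hours and were collected on day 6. Adult small intestinal organoids were profiled for H3K27ac, Ep300 and Crebbp, with 4 heterozygous and 4 homozygous libraries per antibody. Fetal spheroids from embryonic day 14.5 were profiled for H3K27ac, with 3 libraries per genotype. The 7 IgG libraries of the series have no deposited file and were not analysed here.

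The authors deposited 1 peak list per library, 30 in all. Per the submitters' processing notes, Bowtie2 and SEACR (a peak caller for sparse CUT&Tag coverage) were used, with mm10 and dm6 as genome builds. Their versions, the control behind each threshold and the role of the fly build are not given in the sources used here. The file names give the relaxed SEACR threshold. Each deposited peak has the authors' total signal (the coverage summed over the peak) and maximum signal, in units of their coverage track. In 26 lists the maximum signal moved in steps of 1. In the other 4 lists it moved in steps of 10000 or 5000, so the scale of the track differed between libraries. Signal was therefore used only to rank peaks within a list. The files hold no read counts, so the sequencing depth of each library is unknown, and no counting interval could be given.

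The lists fell into 3 kinds by peak width. In 18 wide lists the median width was 2820 to 4114 bp, with 404 to 15338 peaks. Another 8 lists held 71779 to 251375 peaks with a median width of 383 to 450 bp. These are called narrow lists: replicate 2 of both adult genotypes for each antibody, and replicate 1 of both fetal genotypes. The 4 lists with scaled signal were also long, with a median width of 462 to 565 bp, and their strongest peaks lay at the positions of the wide lists' peaks. Each comparison was made with all lists, as planned before the data were examined, and again without the narrow lists. The second form was chosen after seeing the data, by peak width and the scale of the signal (the long lists with scaled signal were kept), and removes the same replicate number from both genotypes.

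Peaks on chromosomes 1 to 19 and X were kept. For each comparison every list was shortened to its strongest peaks by total signal, the number being that of the shortest list: 11382 for adult H3K27ac, 7383 for Ep300, 402 for Crebbp, 8780 for fetal H3K27ac, 9842 for fetal against adult and 8780 for the difference of genotype effects. The annotation (GRCm38.p6) came without strand, so a gene's start could not be told from its end. A gene-end peak is one that overlaps, by at least 1 bp, the window 1 kb either side of either annotated end of 1 of 21631 protein-coding genes. A gene's rank score is 0 without such a peak; otherwise it runs linearly to 1 for the strongest peak of the list. Scores measure standing within a list and not absolute acetylation or binding. Genes with a peak in at least 2 libraries were tested.

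Numbers per library were compared by exact two-sided permutation tests. Similarity of peak positions was the base-pair Jaccard index (shared length over joint length). Rank scores were fitted with limma 3.58.1 (R 4.3.3, robust empirical Bayes, two-sided) and called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. None of the camera calls held with the estimated correlation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 were used for the rest. Regions were made by merging the shortened lists of a comparison, and regions near genes of a list were counted with Fisher's exact test, two-sided, by the nearest gene. This test takes regions as independent and does not measure variation between libraries.

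The 17 gene lists, with 344 genes in all, were fixed before the data were examined: intestinal stem cell, Wnt target, enterocyte, Paneth cell, goblet cell, enteroendocrine, tuft cell, fetal and regenerative epithelium, histone modifier, cell cycle, translation initiation, unfolded protein and integrated stress response, p53 target and apoptosis, general epithelium, housekeeping, immune cell, and mesenchymal with endothelial and neural. Olfactory receptor genes served as silent controls. By a rule fixed at the same time, the named genes of each comparison are 16 genes of interest (among them Eif4g2, Ep300, Crebbp, Lgr5, Olfm4, Ascl2, Sox9, Alpi, Fabp1, Lyz1, Muc2, Chga, Dclk1, Ly6a and Actb), the 5 with the largest limma statistic in each direction, and up to 10 list members whose number of libraries with a peak differed most. Other list members that passed the test are named as well and were chosen after their values were seen.

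A peak carries its rank to every gene it touches. When the edge of a strong neighbouring peak shifts across a window's border, the score of a gene can jump from 0 to nearly 1. After the largest changes had been seen, each call made without the narrow lists was therefore repeated with windows of 3 kb and with the whole gene plus 1 kb. Genes are led with where the size of the change held in all 3 windows. The pairing of same-numbered heterozygous and homozygous libraries was checked by correlating their deviations from the genotype mean. With all lists same-numbered adult H3K27ac, Ep300 and fetal libraries correlated, and replicate 2 (replicate 1 in the fetal set) had the highest correlation. The own number was the best match for each fetal library. It was not for adult H3K27ac replicates 1 and 3 or for Ep300 replicates 1, 3 and 4. Pairing in the adult sets thus rests mainly on the narrow lists, and paired values with all lists carry that limit. Without the narrow lists the correlations lay between -0.301 and 0.107 and the fits were unpaired; same-numbered libraries come from different lines.

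The fits were tested on simulated data with known changes drawn from the real presence rates. With all lists limma recovered none of the lost peaks in the adult H3K27ac, Ep300 and fetal simulations and 1.43% in Crebbp. Without the narrow lists it recovered 86.0%, 88.0% and 90.0% of lost peaks in adult H3K27ac, Ep300 and Crebbp, and 28.0% in the fetal set. False calls there numbered 9, 14, 8 and 9 genes. A drop of 0.3 in score was recovered for 29.0%, 34.0%, 68.1% and 0% of genes. In the Crebbp simulation camera also gave an unadjusted p of 0.00202 for a set of unchanged genes. Camera compares a list with the other genes, and 139 of the 645 genes there had been lowered. Unchanged genes then truly rank above the rest, so this p cannot tell whether camera makes false calls for Crebbp. Alternatives were another list length, ranking by maximum signal, a 200 bp overlap, other windows, merging of peaks within 1 kb, presence in place of rank, all peaks as deposited, a stricter maximum signal, no filter on libraries, a replicate block, and leaving out each replicate.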

Results

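H3K27ac, an acetylation found at active promoters and enhancers, and Ep300 and Crebbp, the acetyltransferases that write it, were mapped in intestinal cultures with 1 or both Eif4g2 alleles targeted. Eif4g2 encodes a relative of Eif4g1 that directs translation initiation, and the series title names translation of histone modifiers, stem cell maintenance and differentiation as its subject. The data were 30 peak lists: 4 heterozygous and 4 homozygous adult organoid lines per antibody, and 3 and 3 fetal spheroid libraries with H3K27ac. Peaks per list on chromosomes 1 to 19 and X ranged from 402 to 294589, and the files give no read depth. Of these lists, 8 narrow ones held short peaks, and after shortening to equal length they hardly shared positions with the other lists. In adult H3K27ac their Jaccard index with the other lists was then 0.000284 to 0.00265, against 0.588 to 0.759 among those others. The heterozygous and the homozygous narrow list shared more with each other (0.154 in adult H3K27ac, 0.0915 in Ep300, 0.0187 in Crebbp and 0.134 in fetal H3K27ac). Before shortening, adult narrow lists did share positions with the lists of scaled signal. They overlapped scaled peaks outside wide peaks 1.71 to 3.45 times as often as after peaks were shifted along the chromosome. Inside wide peaks this ratio was 0.178 to 0.668. Values without the narrow lists (3 against 3 adult lists, 2 against 2 fetal lists) lead below, a choice made after the data were seen, and planned values with all lists are given for the main counts and tests.

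Eif4g2 itself (chromosome 7, 111067985 to 111083030, mm10) kept a gene-end H3K27ac peak in 3 of 3 heterozygous and 3 of 3 homozygous adult lists. Its rank score was 0.661 ± 0.0307 and 0.668 ± 0.0402 (SD, n = 3 each; limma adjusted p = 0.849). Ep300 peaks at Eif4g2 were present in 3 of 3 lists of each genotype, with a score difference of 0.101 (limma adjusted p = 0.112). Crebbp peaks were in 0 lists. In fetal spheroids 2 of 2 lists of each genotype had the H3K27ac peak, and the difference was 0.0689 (limma adjusted p = 0.433). In the narrow lists the gene had no H3K27ac peak in adult organoids. The position of the deleted exon is not given in the sources used here, so a peak at the ends of Eif4g2 says nothing about the deletion.

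The first comparison asks which gene ends gained or lost H3K27ac standing when both Eif4g2 alleles were targeted in adult organoids. Some stem cell and Wnt genes lost standing: Olfm4 (chromosome 14, 80000302 to 80023141), a marker of crypt base stem cells, had a score of 0.630 ± 0.0618 in 3 of 3 heterozygous lists and no peak in 3 of 3 homozygous lists. Ascl2, a Wnt-driven transcription factor of those cells, fell from 0.844 ± 0.0359 to 0.556 ± 0.0529. Sp5, a direct Wnt target, went from 0.511 ± 0.0743 to no peak. Some genes of fetal and injured epithelium rose, though their list did not pass camera (adjusted p = 0.177): Msln, encoding the surface protein mesothelin (chromosome 17, 25748613 to 25754378), had no peak in heterozygous lists and 0.807 ± 0.0643 in homozygous lists. Il1rn, an interleukin-1 antagonist, rose from 0.398 ± 0.0649 to 0.822 ± 0.0464 (n = 3 lists each; limma adjusted p = 0.000560, 0.00408, 0.00134, 0.000332 and 0.00252 in this order).

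**Figure D1:**
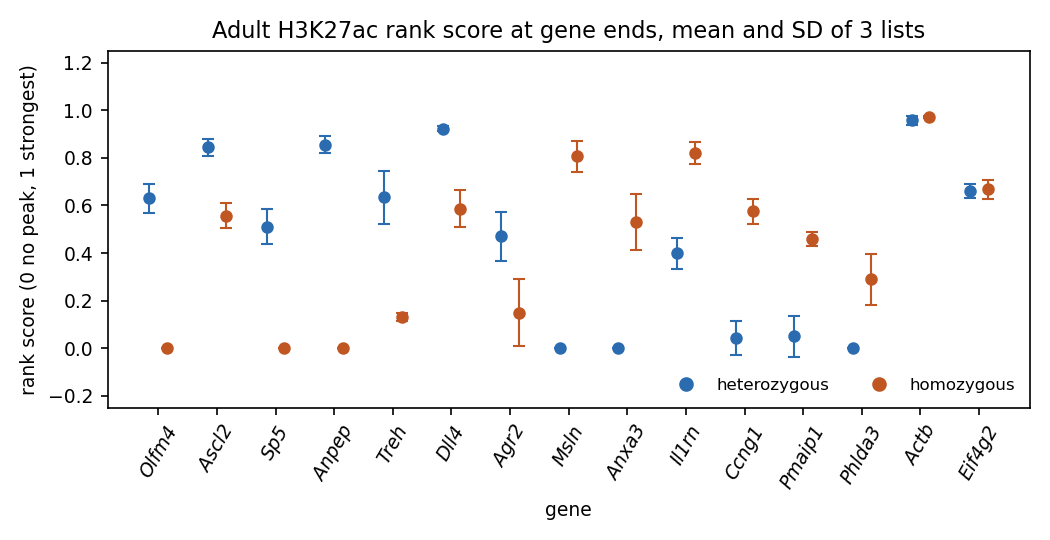
Rank score at gene ends in adult H3K27ac lists (y axis, 0 without a peak, 1 for the strongest peak) for 15 genes (x axis); points are means and bars SD of 3 heterozygous (blue) and 3 homozygous (orange) lists without the narrow ones. Olfm4 had a mean of 0.630 in heterozygous and 0 in homozygous lists, Msln 0 and 0.807, and Actb 0.958 and 0.971.

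Of 18 stem cell genes tested, 3 fell (Olfm4, Ascl2 and Cdca7) and 2 passed as higher, Rnf43, which did not pass over the whole gene, and Cdk6 by 0.0467, less than the median of all genes tested (0.0713). Lgr5, the canonical stem cell receptor, and Sox9 did not pass (differences -0.0592 and -0.0115; limma adjusted p = 0.247 and 0.648). Among 22 enterocyte genes 4 fell: the brush border enzymes Anpep (0.856 ± 0.0342 to no peak, and -0.468 over the whole gene), Treh (0.634 ± 0.112 to 0.130 ± 0.0174) and Dpp4 (0.394 ± 0.0724 to 0.0303 ± 0.0495), and the fructose transporter Slc2a5 (difference -0.202). In the enterocyte list Apob was higher by 0.0962 and Hnf4g by 0.0455, the latter again less than that median. Of 11 goblet cell genes 3 fell, Agr2 (a mucin-folding enzyme, -0.321), Creb3l4 (-0.546, but -0.131 with 3 kb windows) and Bcas1 (-0.0763), and none rose. Of 5 Paneth cell genes 2 fell, the Notch ligand Dll4 (0.923 ± 0.0122 to 0.587 ± 0.0778) and Pnliprp2 (-0.231). The stem cell, enterocyte, Paneth and goblet lists ranked lower than other genes in camera (adjusted p = 0.000629, 0.00201, 0.00955 and 0.000266), and none held with an estimated correlation (adjusted p = 0.397, 0.397, 0.251 and 0.251 with an estimated correlation). For enterocytes the median difference was 0.0215 and the mean -0.0786, so most members did not fall. Without heterozygous replicate 1 only 2 of the 4 lists passed, and with the 5000 strongest peaks camera passed none.

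Of 12 fetal and regenerative genes 8 rose, among them Anxa3 (no peak to 0.531 ± 0.117), the YAP target Ccn2 (0.171), S100a6 (0.169) and Yap1 itself (0.109), while Hmga2 fell by 0.120. Of 12 p53 target and apoptosis genes 6 rose: the cyclin Ccng1 (0.0416 ± 0.0720 to 0.576 ± 0.0525), the death-promoting Pmaip1 (0.409), Trp53inp1 (0.394), Phlda3 (0.289), Zmat3 (0.274) and Sesn1, the last by 0.0688 and so less than the median of all genes, 0.0713. The cell cycle list had 6 of 17 higher, including the mitotic kinases Aurka (0.207), Aurkb (0.224) and Cdk1 (0.332) and the replication factor Mcm5 (0.153). Translation initiation had 9 of 19 higher (Eif4e by 0.213, Eif4h by 0.221) and housekeeping genes 8 of 18 (Rplp0 by 0.352, Sdha by 0.365). In the stress response list 4 of 13 rose, with the endoplasmic reticulum chaperone Hspa5 at 0.156 and the phosphatase subunit Ppp1r15a at 0.282, and Trib3 fell by 0.433. Histone modifier genes had 5 of 25 higher, among them the acetyltransferase Kat5 by 0.234, with Kat6b (0.0568) and Kmt2b (0.0680) under that median. Ep300 itself differed by 0.0524 (limma adjusted p = 0.0376), also less than that median. Wnt targets had 3 of 13 higher and 2 lower, and general epithelium 1 of 20 lower (Foxa2, -0.144). None of these 9 lists passed camera (adjusted p from 0.0801 to 0.524).

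The largest limma statistics included Pla2g2f, a secreted phospholipase (0.842 ± 0.0112 to no peak), Sfrp5, a Wnt antagonist (-0.759), Myl9, a myosin light chain (-0.668), and Zmynd15 (no peak to 0.886 ± 0.0110), whose sizes were the same in each window. Lgals3, encoding galectin-3, rose by 0.969, and by 0.616 with 3 kb windows. Others shrank once the window was widened: Nos3 from 0.982 to 0.0589, Sestd1 from 0.959 to 0.385, Dcun1d4 from 0.964 to 0.0340 and Trit1 from -0.929 to -0.242 with 3 kb windows, and Nectin1 from -0.845 to -0.161 over the whole gene. In all, limma called 3045 of 7961 genes, 2554 higher and 491 lower in homozygous organoids, and 2366 and 456 of these passed in the same direction in each of the 3 windows. Each homozygous line has a lower library-name number than each heterozygous line, so genotype and the order of numbers cannot be told apart here. Of 202 list genes 64 changed when adjusted over the list alone and 68 over all genes. The excess of higher genes went with the share of peaks at gene ends, which was 47.8% ± 1.71 in heterozygous and 54.7% ± 0.293 in homozygous lists (n = 3 each; exact p = 0.1, the smallest possible). The number of genes with a peak was 6507 ± 245 against 7602 ± 56.9 (exact p = 0.1), but differed by -1601 with all peaks as deposited, where list length was not equal.

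With all 8 lists limma called 2 genes, Sestd1 and Abhd12 (adjusted p = 0.0220 and 0.0495), and 430 had an unadjusted p under 0.05. A replicate block by number gave 1 gene. The count was 40 without heterozygous replicate 2, 631 without homozygous replicate 2, and 0 without replicate 1, 3 or 4 of either genotype. Of these only Abhd12 held its call in each window (0.604, 0.604 and 0.442 without the narrow lists). Camera with all lists gave stem cell, enterocyte, goblet and general epithelium genes as lower and p53 targets as higher (adjusted p = 0.0148, 0.000602, 0.00474, 0.0371 and 0.0234), with adjusted p = 0.849 for each with an estimated correlation, and none passed with the 5000 strongest peaks. The gene-end share was 37.3% ± 21.0 and 42.7% ± 24.0 (n = 4 each; exact p = 0.457), and higher in the homozygous list of 4 of 4 same-numbered pairs (exact paired p = 0.125, the smallest possible). Peaks per library did not differ detectably, with a homozygous to heterozygous ratio of 0.456 (exact p = 0.286; smallest possible 0.0286), nor did covered length (ratio 0.738, exact p = 0.429). Without the narrow lists the gene count was 753 with presence in place of rank and 1476 with the 5000 strongest peaks.

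**Figure D2:**
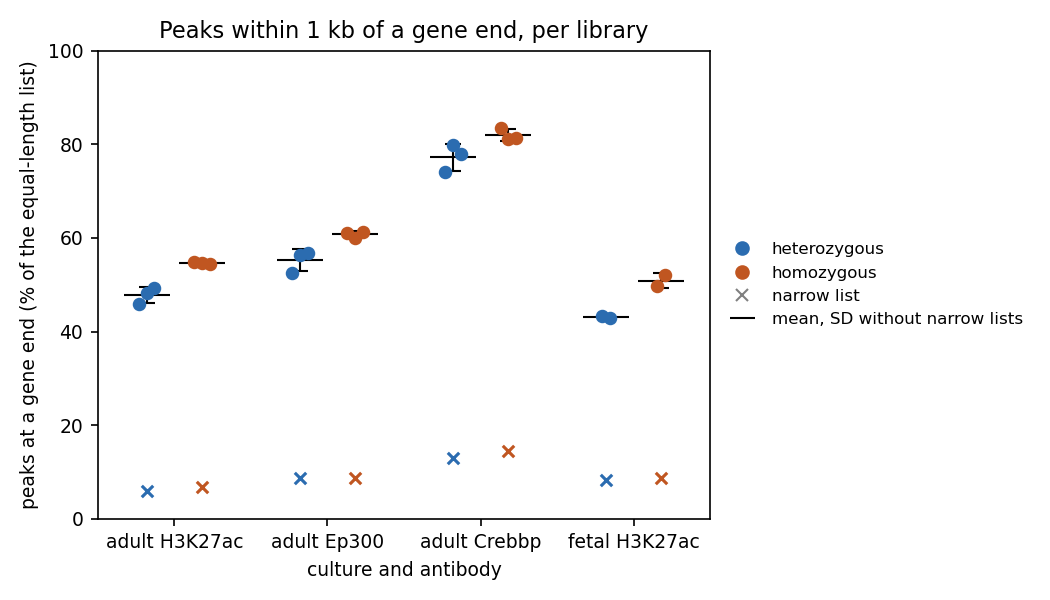
Percent of the equal-length list's peaks that overlapped a gene end (y axis) for each library, by culture and antibody (x axis), heterozygous in blue and homozygous in orange; crosses are narrow lists and bars are mean and SD of the others. In adult H3K27ac the means were 47.8% and 54.7%, and the narrow lists lay at 5.87% and 6.70%.

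In equal-length lists, peak positions were on average more alike within genotypes than between them once the narrow lists were left out. In adult H3K27ac the Jaccard index was 0.702 to 0.744 within heterozygous lists, 0.751 to 0.759 within homozygous lists and 0.588 to 0.602 between them (exact one-sided p = 0.1, the smallest possible). In Crebbp the ranges overlapped: 0.387 to 0.485 within heterozygous, 0.398 to 0.541 within homozygous and 0.292 to 0.451 between them. With all peaks as deposited and the narrow lists left out, the direction turned in Ep300 and Crebbp (mean within minus between -0.0329 and -0.0335). With all lists at equal length the mean index within genotypes minus that between them was 0.0227 in adult H3K27ac, 0.00988 in Ep300, -0.00589 in Crebbp and -0.0436 in fetal H3K27ac (n = 4, 4, 4 and 3 lists per genotype, exact one-sided p = 0.486, 0.457, 0.457 and 0.6). Some of the splits behind these p values put both narrow lists in the same group, where they share more than with other lists. This test thus cannot tell whether the genotypes separated with all lists. Regions in each heterozygous list and no homozygous list, narrow lists left out, numbered 967, among them regions inside Lgr5 (chromosome 10, 115483256 to 115489712), Znrf3 and at the start of the Olfm4 interval, and 4 regions at 105602 to 161323 bp from Rgmb. The reverse set held 1133 regions, with sites at Anxa3 and Msln, 7936 bp from Areg and 878 bp from Ccn2. Only 16.3% of the heterozygous-only regions but 48.8% of the homozygous-only regions lay at gene ends. Stem cell genes were nearest to 14 of 105 regions of the list in the heterozygous-only set (odds ratio 2.24, Fisher's exact p = 0.00860, adjusted p = 0.146). Fetal and regenerative genes were nearest to 8 of 42 in the homozygous-only set (odds ratio 2.88, adjusted p = 0.213), and neither passed the correction.

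Ep300 binding was compared next, since Ep300 writes H3K27ac. Sp5, Dll4, Bcas1 and Trib3 lost Ep300 standing along with that of H3K27ac. Sp5 fell from 0.499 ± 0.0373 to no peak and Dll4 from 0.881 ± 0.114 to no peak, while Bcas1, a goblet cell marker, fell from 0.768 ± 0.0366 to 0.0902 ± 0.156 (n = 3 lists each; limma adjusted p = 0.00178, 0.00392 and 0.0156). Pnliprp2, a Paneth cell lipase, fell from 0.729 ± 0.0261 to 0.243 ± 0.0569, and Foxa2, a pioneer factor of gut endoderm, from 0.534 ± 0.103 to 0.190 ± 0.00990. Msln and Il1rn gained Ep300, from no peak to 0.718 ± 0.138 and 0.665 ± 0.0740, as did Mdm2, the p53-induced ubiquitin ligase (0.377 ± 0.130). The gene Ep300 carried an Ep300 peak with unchanged score (difference -0.00262, limma adjusted p = 0.984).

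In the Ep300 lists 2 of 4 Paneth genes fell, 1 of 5 goblet genes, 2 of 12 Wnt targets (Sp5 and Lgr5) and 1 of 15 stem cell genes (Lgr5, -0.25, adjusted p = 0.0432 in limma, and 0.0934 over the whole gene). Camera placed these 4 lists lower (adjusted p = 0.00125, 0.00125, 0.0294 and 0.0279), and none held with an estimated correlation (adjusted p = 0.229, 0.229, 0.238 and 0.238 with an estimated correlation). Of 10 fetal and regenerative genes 2 rose and Hmga2 fell (-0.182). Translation initiation had 2 of 16 higher (Eif4e by 0.419, Eif3d by 0.171), cell cycle 1 of 14 (Aurka, 0.379), p53 targets 1 of 9 (Mdm2), enterocytes 1 of 12 (Hnf4g, 0.182) and housekeeping 1 of 15 (Rpl4, 0.111). In the stress response list Hspa5 rose by 0.195 and Trib3 fell by 0.416, of 12 tested. General epithelium had Cdh1 higher (0.290, but 0.0109 over the whole gene) and Foxa2 lower of 21, histone modifiers 0 of 19 by limma, and immune genes 1 of 2 (Cd79a, 0.360). Of the largest statistics, Pla2g2f (-0.774), Celsr1 (0.698), Themis3 (0.655) and Pdcd6ip (0.525) kept their size in each window. Efemp2 (-0.993), Gpr4 (-0.979), Jaml (-0.971) and Otud5 (0.753) became -0.337, 0.00343, -0.0798 and 0.0428 with 3 kb windows and lost their calls.

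Limma called 508 of 6061 genes for Ep300, 345 higher and 163 lower, of which 311 and 144 passed in each window. Of 161 list genes 26 changed when adjusted over the list alone and 19 over all genes. The gene-end share was 55.3% ± 2.33 and 60.8% ± 0.715, and genes with a peak numbered 5028 ± 270 and 5600 ± 135 (n = 3 each; exact p = 0.1 for both, the smallest possible). With all 8 lists limma called Rnf213 alone (adjusted p = 0.0405; 203 genes at an unadjusted p under 0.05, and 3 genes with a replicate block). It called 34 without heterozygous replicate 2, 29 without homozygous replicate 2 and 0 without replicate 1, 3 or 4 of either genotype. Rnf213 differed by 0.774 without the narrow lists and by 0.520 with 3 kb windows (limma adjusted p = 0.0546). Camera then placed stem cell, Paneth and goblet genes lower (adjusted p = 0.0235, 0.0234 and 0.000235; adjusted p = 0.792, 0.781 and 0.638 with an estimated correlation). The share was 43.6% ± 23.3 against 47.8% ± 26.1 (n = 4 each; exact p = 0.486; higher in 3 of 4 pairs, exact paired p = 0.25), the ratio of peak numbers 0.899 (exact p = 0.743) and that of covered length 0.893 (exact p = 0.8). The count of 508 fell to 228 without heterozygous replicate 3, 267 without heterozygous replicate 4, 274 without homozygous replicate 4, 285 without homozygous replicate 1 and 313 without heterozygous replicate 1, and to 169 with lists ranked by maximum signal. The excess of higher genes depended on the setting: 88 were higher and 81 lower by maximum signal, 100 and 82 with merged peaks, and 96 and 104 with the scaled lists also left out. Of the 4 lists 2 passed without heterozygous replicate 3 or homozygous replicate 4.

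Ep300 regions in each heterozygous and no homozygous list numbered 628, and 422 were in the reverse set, with 19.6% and 46.0% at gene ends. Enterocyte genes were nearest to 7 of their 35 regions in the heterozygous-only set, among them regions at Hnf4a, Slc2a2, Slc2a5 and Anpep, and others at 25514 bp from Slc5a1 and 196114 bp from Maf (odds ratio 3.83, Fisher's exact adjusted p = 0.0416). H3K27ac did not share this excess: enterocyte genes had 1 of 55 regions in its heterozygous-only set (odds ratio 0.266, Fisher's exact adjusted p = 0.982). Fetal and regenerative genes were nearest to 6 of 28 in the homozygous-only set, among them regions at or near Il1rn and Msln and 15721 bp from Ereg (odds ratio 6.37, adjusted p = 0.0145). The mesenchymal list had 3 of 4 regions in the heterozygous-only set, all near Pdgfra at 49010 to 178285 bp (adjusted p = 0.0152). This count treats regions around the same gene as independent, so it says nothing about the list as a whole. Of the 628 regions 151 overlapped heterozygous-only and 1 a homozygous-only H3K27ac region; of the 422 these were 0 and 99. Both antibodies were profiled in the same organoid lines, so differences between lines without any genotype effect would also be shared in this way. Jaccard indices were 0.613 to 0.651 and 0.619 to 0.644 within genotypes and 0.514 to 0.544 between them (exact one-sided p = 0.1, the smallest possible).

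The shortest Crebbp list held 402 peaks, so the comparison rested on the 402 strongest peaks of each list. Atg9b and Abcb8, neighbours on chromosome 5 that share a peak, rose from 0.00912 ± 0.0158 to 0.777 ± 0.0362. Nbeal2 and Ccdc12 rose from 0.0240 ± 0.0416 to 0.668 ± 0.117, and Vps51 and Tm7sf2 from 0.376 ± 0.0366 to 0.876 ± 0.0774 (n = 3 lists each; limma adjusted p = 0.00278, 0.0303 and 0.0303). These 3 shared peaks make up all 6 called genes of 645, and Ccdc12 did not pass over the whole gene. None of the 27 list genes tested changed, over the list alone or over all genes (72 of all genes had an unadjusted p under 0.05 in limma). Camera passed none of its 4 lists: histone modifier, translation initiation, general epithelium and housekeeping (adjusted p from 0.221 to 0.721).

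With all 8 Crebbp lists limma called 0 of 657 genes, with 16 at an unadjusted p under 0.05, and 2 genes without homozygous replicate 2. The gene-end share was 77.3% ± 2.90 and 82.0% ± 1.37 (n = 3 each; exact p = 0.1), and 61.2% ± 32.3 and 65.1% ± 33.8 with all lists (n = 4 each; exact p = 0.457). Genes with a peak numbered 481 ± 41.2 and 552 ± 57.5 (n = 3; exact p = 0.3), a direction that turned with peaks within 1 kb merged (-34.7) and with all peaks as deposited (-3446); the ratio of peak numbers was 0.440 (exact p = 0.83) and that of covered length 0.688 (exact p = 0.743). The 6 genes became 2 without heterozygous replicate 1 or replicate 4, 3 without homozygous replicate 3, 12 without heterozygous replicate 3, 23 without homozygous replicate 1 (where 1 gene list also passed) and 0 with the 1000 strongest peaks. Of 36 regions in each list of 1 genotype and none of the other, 21 were heterozygous-only and 15 homozygous-only.

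Ep300 covered 58.3% ± 2.29 of the H3K27ac peaks of the same line in heterozygous and 57.9% ± 2.00 in homozygous organoids (n = 3 lines each; exact p = 0.8), against 2.92 to 3.23% after peaks were shifted along the chromosome. Crebbp covered 3.41% ± 0.196 and 3.45% ± 0.168 (exact p = 0.6), against 0.225 to 0.366% after the shift. The lists had been cut to 11382 H3K27ac, 7383 Ep300 and 402 Crebbp peaks, which limits how many H3K27ac peaks could be covered. The length of 402 largely sets the Crebbp share in both genotypes. That share thus cannot tell how widely Crebbp lies at H3K27ac peaks or whether this differed with genotype. With all 4 lines per genotype the shares were 48.7% ± 19.2 and 48.5% ± 18.9 for Ep300 (exact p = 0.886) and 2.71% ± 1.43 and 2.85% ± 1.22 for Crebbp (exact p = 0.6). With all peaks as deposited the Ep300 difference was 16.02 and the Crebbp difference -21.9 percentage points without the narrow lists.

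In fetal spheroids Tff3, the goblet cell trefoil peptide (chromosome 17, 31125306 to 31129611), had a score of 0.887 ± 0.0494 in heterozygous lists and no peak in homozygous ones. Pigr, which carries IgA across the epithelium, went from 0.983 ± 0.00725 to no peak, and Slc29a1, a nucleoside transporter, from 0.742 ± 0.0436 to no peak (n = 2 lists each; limma adjusted p = 0.0270, 0.0244 and 0.0296). These 3 changes passed in each window, but with lists ranked by maximum signal limma called 0 fetal genes (1498 at an unadjusted p under 0.05 when ranked by total signal). In the fetal simulation false calls exceeded the 0.05 threshold, so these adjusted p values may be too small. Other goblet and Paneth genes had large differences that did not pass the correction: Fcgbp -0.704, Spdef -0.695, Agr2 -0.485 and the matrix protease Mmp7 -0.725 (limma adjusted p = 0.0553, 0.114, 0.0512 and 0.0553). In camera the goblet and Paneth lists were lower (9 and 4 genes; adjusted p = 1.11e-09 and 0.00219), with adjusted p = 0.296 and 0.470 with an estimated correlation, and only 1 list passed with the 5000 strongest peaks.

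A gene-end peak was present at 58.3% ± 11.8 of goblet genes in heterozygous and 19.4% ± 3.93 in homozygous fetal lists, and at 32.1% ± 5.05 and 7.14% of Paneth genes (n = 2 each; exact p = 0.333, the smallest possible). With all lists the shares were 38.9% ± 34.7 and 13.0% ± 11.6 for goblet genes, and 23.8% ± 14.9 and 7.14% for Paneth genes (n = 3 each; exact p = 0.4 for both). Cell cycle genes, narrow lists left out, went from 20.8% to 43.8% ± 2.95 and housekeeping genes from 52.5% ± 3.54 to 72.5% ± 3.54, beside 21.0% ± 0.131 and 25.3% ± 0.768 of all genes. Regions in both heterozygous and no homozygous list numbered 887. Goblet genes were nearest to 9 of their 27 regions in that set, at or near Spdef, Atoh1, Agr2, Bcas1, Creb3l4, Galnt12, Spink4 and Ccl9 (odds ratio 6.45, Fisher's exact adjusted p = 0.000646). Paneth genes were nearest to 6 of 9, at or near Dll4, Mmp7, Pnliprp2 and Cd24a (odds ratio 25.7, adjusted p = 0.000169). Some of these goblet and Paneth regions lie around the same gene, and the set rests on 2 against 2 lists. These adjusted p values thus do not measure variation between libraries. The 803 homozygous-only regions were at gene ends in 64.9% of cases, against 18.8% of the 887. Jaccard indices were 0.631 and 0.674 within the genotypes and 0.546 to 0.576 between them (exact one-sided p = 0.333, the smallest possible).

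**Figure D3:**
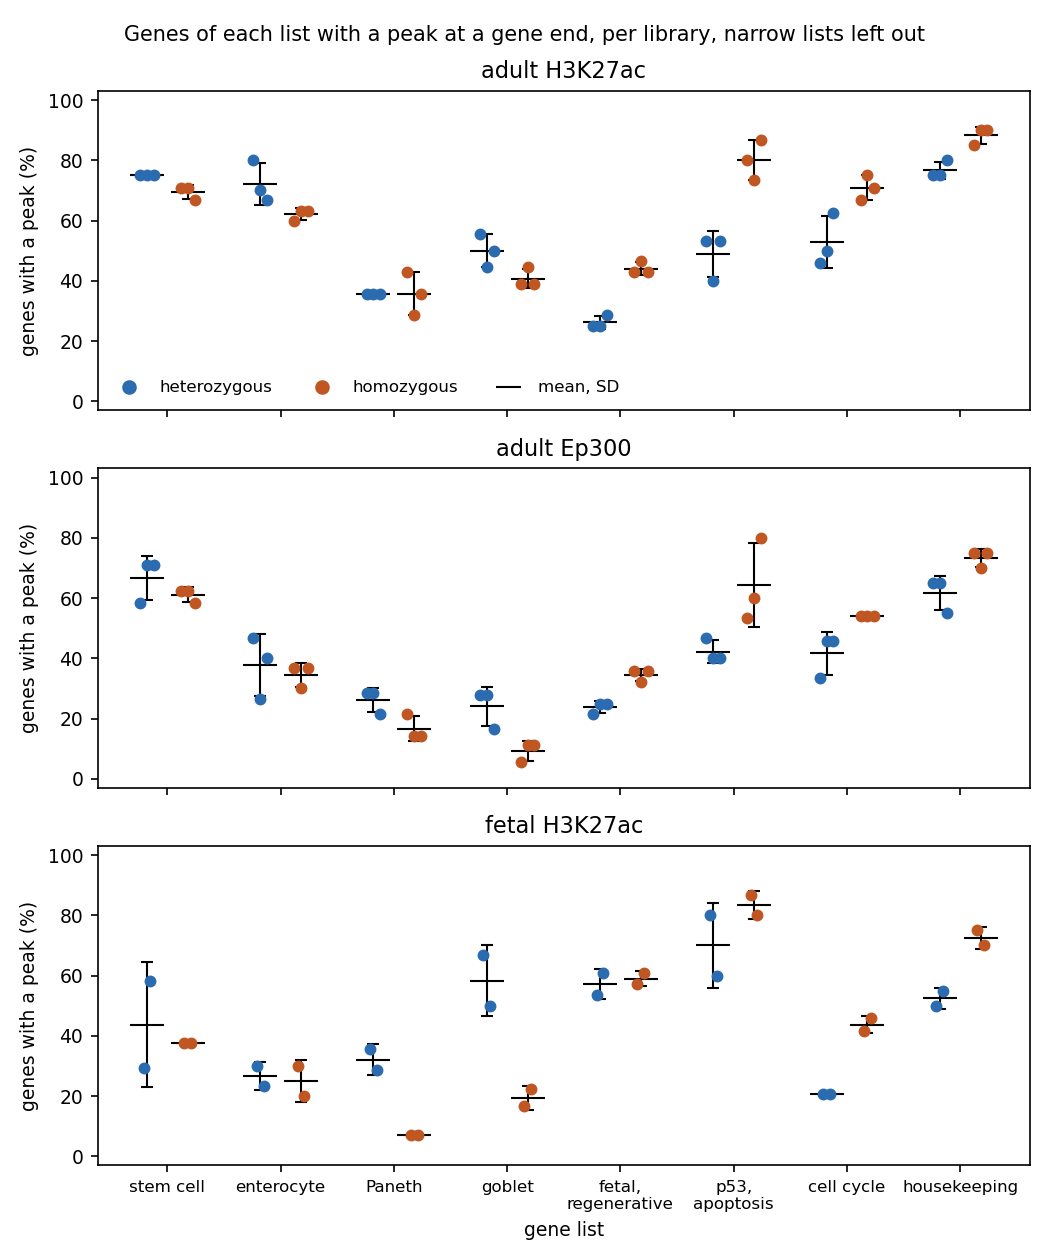
Percent of the genes of 8 lists (x axis) with a peak at a gene end (y axis) in each library without the narrow lists, heterozygous in blue and homozygous in orange; bars are mean and SD. In adult H3K27ac lists the fetal and regenerative share was 26.2% against 44.0% (22.3% and 38.4% with all lists), and in fetal lists the goblet share was 58.3% against 19.4% (38.9% and 13.0% with all lists).

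Limma called 63 of 5480 genes in the fetal set, 29 higher and 34 lower, but 6 and 9 of them passed in each window. The balance of directions depended on the setting. Of the 1498 genes at an unadjusted p under 0.05 in limma, 1218 were higher and 280 lower. Calls were 74 higher and 48 lower with the 5000 strongest peaks, but 10 and 26 with 3 kb windows. Kcnk1 (-0.933), Dusp27 (0.905) and Gys1 (0.794) became 0.00689, 0.0248 and -0.0294 with 3 kb windows, and the histone methyltransferase Dot1l (0.682) and the mitotic activator Cdc20 (0.640) became 0.166 and 0.181. Tff3, Dot1l and Cdc20 were the called members of the goblet (1 of 9), histone modifier (1 of 18) and cell cycle (1 of 10) lists. Of 159 list genes 15 changed when adjusted over the list alone and 3 over all genes. With all 6 lists limma called 0 of 5738 genes (28 at an unadjusted p under 0.05), and camera placed goblet and Paneth genes lower and cell cycle genes higher (adjusted p = 7.58e-10, 0.000883 and 0.00819; adjusted p = 0.713, 0.713 and 0.98 with an estimated correlation), and 1 list with the 5000 strongest peaks. The gene-end share was 43.1% ± 0.395 and 50.9% ± 1.67 (n = 2 each; exact p = 0.333), and 31.5% ± 20.1 and 36.9% ± 24.3 with all lists (n = 3 each; exact p = 0.5; higher in 3 of 3 pairs, exact paired p = 0.25, the smallest possible). Genes with a peak numbered 4543 ± 28.3 and 5466 ± 166 (n = 2; exact p = 0.333), the ratio of peak numbers was 0.905 (exact p = 0.6) and of covered length 0.888 (n = 3; exact p = 0.1). No gene was called without replicate 2 or without replicate 3 of either genotype, and without replicate 3 of either only 1 of the 2 lists passed. Without the narrow lists both heterozygous lists share 1 library-name number and both homozygous lists another, so genotype and this number cannot be told apart there; in the full set each genotype held both numbers. Whether lists that share a number come from independent cultures is not given, and the fetal SDs and p values assume that they do.

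Fetal and adult heterozygous cultures, treated and with 1 Eif4g2 allele targeted, were compared next. The 2 fetal lists left without the narrow one share 1 library-name number. Whether they come from independent cultures is not given, and the SDs and p values assume that they do. Of 18 adult stem cell genes 4 had lower scores in fetal spheroids, and their list did not pass camera (adjusted p = 0.205): Olfm4 had no peak against 0.572 ± 0.0715, and Ascl2 (-0.651), Smoc2 (-0.706) and Cdca7 (-0.693) were also lower. So were 10 of 21 enterocyte genes, including the glucose transporter Slc5a1 (0.762 ± 0.0267 to no peak), the lipoproteins Apoa4 and Apoc3 (-0.866, 1 shared peak) and Apob (-0.350). Fetal and regenerative genes were higher in 11 of 16 cases: Msln reached 0.978 ± 0.0110, Anxa3 0.599 ± 0.149 and the growth factor Ereg 0.552 ± 0.0341, all from no peak. Tff3 (0.899 ± 0.0441 from no peak) and Fcgbp (0.775) were among 4 of 11 goblet genes higher, and the foregut factor Pdx1 rose from no peak to 0.956 ± 0.00316 (n = 3 adult and 2 fetal lists; limma adjusted p from 0.000151 to 0.0103 for these genes).

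Among p53 targets 7 of 13 were higher, such as Phlda3 (0.831) and Ccng1 (0.666), and 2 lower, among them Sesn1 (-0.381). Camera called the enterocyte list lower and the goblet, fetal and p53 lists higher (adjusted p = 0.00208, 0.00197, 8.25e-08 and 0.000526), with adjusted p = 0.684, 0.240, 0.240 and 0.563 with an estimated correlation. Stem cell genes had 4 of 18 lower, Wnt targets 2 of 13, cell cycle 2 of 10, histone modifiers 3 of 22, general epithelium 2 of 20 (Gata6, -0.606, and Epcam, -0.263) and housekeeping 2 of 13. Paneth genes had 2 of 6 higher (Mmp7, 0.755), tuft cell genes 1 of 3 (Ptgs1, 0.840), translation initiation 1 higher and 2 lower of 18, and the stress response 2 higher and 1 lower of 11. Eif4g2 was lower by -0.199 in fetal lists (limma adjusted p = 0.0195). Sec1, Ntn5 and Syt8 (0.986, 0.986 and 0.965) and Sema7a (-0.997) were among the largest statistics and passed in each window. Cdkn1a rose by 0.954 at 1 kb but by 0.222 at 3 kb, Ckb fell by 0.984 and by 0.169, and C330007P06Rik fell by 0.940 and by 0.309.

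Limma called 1738 of 6334 genes, 608 higher and 1130 lower in fetal lists, and 57 of 190 list genes, both when adjusted over the list alone and over all genes. With all 7 lists it called 2, C330007P06Rik and Unc13d (adjusted p = 0.0417 for both; 414 at an unadjusted p under 0.05). The count was 477 without adult replicate 2, 190 without fetal replicate 1, and 0 without adult replicate 1, 3 or 4 or fetal replicate 2 or 3. Camera gave the same 4 lists then (adjusted p = 0.000842, 0.000842, 1.34e-05 and 0.000420; 0.968 as adjusted p with an estimated correlation for each). The count of 1738 fell to 922 without adult replicate 3, 961 without adult replicate 4 and 1021 without fetal replicate 2, and the 4 lists to 1 without fetal replicate 3.

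The last comparison asks whether the genotype effect on H3K27ac differed between the cultures. It used the 8780 strongest peaks of each list, fewer than the 11382 behind the adult scores printed here and above, so adult effects and differences of effects do not add up exactly. Pigr (-0.978) lost its peak in fetal cultures, while adult lists held it at 0.995 ± 0.000697 in heterozygous and 0.992 ± 0.00269 in homozygous organoids. Creb3l1 (-0.920) differed likewise, with 0.392 ± 0.0704 and 0.523 ± 0.220 in adult lists, though its fetal effect alone did not pass (-0.750, limma adjusted p = 0.0801). Tff3 (-0.887), Fcgbp (-0.704) and Mmp7 (-0.725) had next to no peak in adult lists and could not fall there, so their differences restate the fetal effects. Olfm4 (0.520), Sp5 (0.366), Treh (0.526) and Pla2g2f (0.795) had positive differences of effects, but none of the 4 had a peak in fetal heterozygous lists, so they could not fall there and their differences restate the adult falls. Msln (-0.732) and Il1rn (-0.421) had negative ones, since they rose in adult organoids (limma adjusted p from 1.12e-06 to 0.0450 for the differences of effects in this paragraph so far). In fetal heterozygous lists Msln already scored 0.976 ± 0.0123, so it had next to no room to rise. Goblet genes were lower as a list, which includes such genes (3 of 11; camera adjusted p = 0.0185, and adjusted p = 0.211 with an estimated correlation), and with all 14 lists as well (adjusted p = 0.0204; adjusted p = 0.974 with an estimated correlation).

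Limma called 764 of 7104 genes for the difference of effects, 334 positive and 430 negative, of which 282 and 342 passed in each window. Of 201 list genes 27 changed, both when adjusted over the list alone and over all genes. Fetal and regenerative genes had 2 positive and 5 negative of 18, translation initiation 1 and 3 of 18, enterocytes 2 and 1 of 21, Wnt targets 1 and 1 of 13, stem cells 1 and 0 of 18 (Olfm4), Paneth cells 0 and 1 of 6 (Mmp7) and histone modifiers 0 and 1 of 23 (Ep300, -0.170). With all 14 lists limma called Sestd1 alone (adjusted p = 0.0101; 135 at an unadjusted p under 0.05), a call that did not hold in wider windows. That count was 32 without adult replicate 2 of either genotype, 29 without fetal heterozygous and 9 without fetal homozygous replicate 1, and 0 without adult heterozygous replicate 3 or fetal replicate 2 or 3 of either genotype. The count of 764, without the narrow lists, fell to 496 when adult heterozygous replicate 3 was also left out.

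Genes called in adult organoids mostly moved in the same direction in fetal lists. Of 1833 genes called higher in adult homozygous organoids and tested in both sets, 88.1% were also higher in fetal homozygous lists, against 72.4% of all 5286 genes; of 274 called lower, 81.0% were lower in fetal lists, against 27.6% of all. Across all 5286 genes, which are not independent replicates, the 2 effects correlated with Pearson's r = 0.394 and Spearman's rho = 0.431. Of 887 fetal heterozygous-only regions 107 overlapped adult heterozygous-only and 13 homozygous-only regions; of 803 fetal homozygous-only regions these were 0 and 129. Regions shared as heterozygous-only lay 27222 bp from Xbp1 and 13851 bp from Pabpc1, and a shared homozygous-only region lay inside Cdk6.

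Genes of cell types that these cultures should lack gave the background. Mesenchymal, endothelial and neural genes had no gene-end peak in any adult or fetal list without the narrow ones. Immune genes had a peak in 12.8% ± 4.44 and 15.4% of 13 genes in adult H3K27ac lists, and olfactory receptor genes in 0.0300% ± 0.0520 and 0% of 1110. Of the rarer epithelial cell types, enteroendocrine genes stood at 4.35% in both genotypes and tuft cell genes at 14.6% ± 3.61 and 12.5% (n = 3 lists each; exact p = 1 for these 4 lists).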

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

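The tests of explanations in this part, those of other splits of the libraries included, were written after the results they weigh had been seen; the test for a library far from its group and the comparison of genotype effects between cultures were set before the data were examined. Values without the narrow lists are not planned ones.

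In adult organoids replicate 2 lay far from its group in 13 of the 18 values tested per genotype and antibody, where chance flags about 1 in 20 groups. For H3K27ac, the share of peaks at gene ends was 5.87% in heterozygous and 6.70% in homozygous replicate 2, with 726 and 813 genes having such a peak, and the homozygous list held 112143 peaks. For Ep300 the shares were 8.79% and 8.67% with 683 and 692 genes. For Crebbp they were 12.9% and 14.4%, with 59 genes in the heterozygous list and 130302 peaks in the homozygous list. These are narrow lists. The fetal groups of 3 were not put to this test. Their narrow lists had gene-end shares of 8.36% (heterozygous) and 8.80% (homozygous), against at least 42.8% in the other fetal lists.

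Low depth or weak enrichment was weighed first for the narrow lists, since a weak library should still share its best sites. Their overlap with wide lists was below that of shifted peaks (median ratio 0.212), at most 0.331 in the 14 adult pairs but 0.948 to 1.16 in the 4 fetal pairs. For their 500 strongest peaks the median ratio was 1.62, 0 to 3.96 in adult pairs and 5.62 to 8.75 in fetal pairs. Low depth thus cannot be told apart, since the strongest peaks did share sites above shifted peaks in the fetal and some adult pairs. Peaks missing at strong sites was weighed next for the adult narrow lists, against the 4 long lists with scaled signal, all of them adult. Adult narrow lists overlapped the scaled peaks inside wide peaks less than shifted peaks did (ratio at most 0.668) and those outside more (at least 1.71), as this explanation requires. The low ratio inside wide peaks largely restates the low overlap with wide lists given above, so only the ratio outside is a separate check. A candidate cause for the adult lists may thus lie in how peaks at strong sites were treated. The 2 fetal narrow lists had no scaled list to be tested against, and no biological explanation was tested, as both genotypes were affected.

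The share of peaks at gene ends was larger in homozygous lists in each antibody and culture without the narrow lists. Wider peaks would raise it by touching more windows, but by midpoints alone it remained larger by 3.27 points in adult H3K27ac, 4.51 in Ep300 and 7.27 in fetal H3K27ac. In adult H3K27ac it had been 6.83 points by any overlap, and homozygous peaks had a median width of 3935 against 3606 bp (n = 3 each; exact p = 0.2), so wider peaks may account for part of it there. For Crebbp the midpoint difference was -0.995 points, so there wider peaks may account for it. List length argued no better: in the 5000 strongest peaks the differences were 8.54, 5.43 and 6.37 points for adult H3K27ac, Ep300 and fetal H3K27ac. Enrichment and depth per library were not tested and stay open beside an effect of genotype.

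The genotype effect on H3K27ac differed between fetal and adult cultures for 1 gene with all lists and 764 without the narrow ones, by a test of the difference itself. Goblet cell genes differed as a list at the preset correlation (camera adjusted p = 0.0204 and 0.0185), but not with an estimated correlation (adjusted p = 0.974 and 0.211), and some of them had next to no adult peak to lose. In the full fetal set each genotype held both library-name numbers, but once the narrow lists are left out the number follows genotype. The adult lines, which carry other numbers, were asked whether they lean the same way. Each adult homozygous line has a lower number than each heterozygous line, so the order of numbers follows genotype there too. Adult homozygous lists leaned more to fetal homozygous lists than adult heterozygous lists did, by 0.0636, and by 0.0553 for peaks outside gene ends. Outside gene ends the lean itself was 0.00453 ± 0.00865 in adult homozygous and -0.0507 ± 0.00130 in adult heterozygous lists. There adult homozygous lists were also more like the fetal heterozygous lists (0.392 against 0.362, n = 3 each, exact p = 0.1, the smallest possible). Whatever the fetal number marks, or the gene-end share alone, may thus not be the whole source. A batch that follows genotype in both cultures was not tested.

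Other splits of the libraries into groups of the same sizes gave these counts. With all adult H3K27ac lists 7 of 35 splits gave at least the real 2 genes (highest other 43), and for lists 1 of 35 reached the real 5 (highest other 4). With all Ep300 lists 10 of 35 reached 1 gene (highest other 15) and 4 of 35 reached 3 lists (highest other 3). If same-numbered lists are taken as pairs, which rests mainly on the narrow lists, the real split parts all 4 pairs, as 8 of the 35 do. The others part 2 pairs or none. The 8 splits that part all 4 pairs are too few for a share under 0.05. Among them the highest others were 0 genes and 4 lists for H3K27ac and 0 genes and 3 lists for Ep300 (limma; 430 and 203 genes at an unadjusted p under 0.05 in the real split). With all Crebbp lists 35 of 35 reached the real 0 genes and 0 lists (highest other 14 and 2). For fetal against adult 6 of 35 reached 2 genes, and 11 of 35 reached 4 lists (highest other 5). A split of adult heterozygous replicates 1, 3 and 4 from adult replicate 2 and the fetal libraries called 851 genes. It places the adult narrow list with the fetal libraries, so culture and list kind cannot be told apart in it.

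For the difference of effects 47 of 100 drawn splits reached the real 1 gene (highest other 2977), and without the narrow lists 6 of 100 reached 764 (highest other 2762), so chance could not be excluded for either. Splits calling several times the real count point to a structure of the samples, and which structure was not tested. A draw that exchanges the genotypes in 1 culture only would add up the genotype effects of the cultures in place of contrasting them. Those effects mostly had the same direction, so such a draw can reach a high count. These shares thus cannot tell chance from a real difference of effects. Without the narrow lists 10 splits of 6 libraries are too few for a share under 0.05. The real values and highest others there were 3045 and 5 genes, and 4 and 3 lists, for H3K27ac (1 of 10 splits as large in both). For Ep300 they were 508 and 9 genes, and 4 and 1 lists (1 of 10 in both). For Crebbp they were 6 and 7 genes (3 of 10), and 0 and 0 lists (10 of 10). For all fetal lists, also 10 splits, they were 0 and 0 genes (10 of 10) and 3 and 3 lists (2 of 10); 4 of those splits part all 3 pairs, with 0 genes and 3 lists as highest others (limma, 28 genes unadjusted).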

How the results depend on the processing

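Tests without the narrow lists, those that also left out the scaled lists, merging of peaks within 1 kb and the whole-gene window were chosen after seeing the data; the other alternatives were set before. Of 387 values of 58 comparison results under alternatives other than leaving out a replicate, 286 kept direction and side of the threshold, 26 became stronger, 57 weaker and 18 reversed. For 175 single genes the numbers were 1296 of 1475 values, 122, 28 and 29. None of the 421 alternative values per library gave an exact p under 0.05 (smallest 0.1), which tests of 3 against 3 or fewer libraries could not give. Presence in place of rank could not be fitted for the fetal set without the narrow lists. Depth is unknown, so what it limits could not be measured. Unless a construction is named, the cause was not tested.

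Leaving out the narrow lists raised the gene counts to 3045 (adult H3K27ac), 508 (Ep300), 6 (Crebbp), 63 (fetal), 1738 (fetal against adult) and 764 (difference of effects). It also turned the similarity within against between genotypes positive for Crebbp (0.0412) and fetal H3K27ac (0.0950).

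With all peaks as deposited, so that list length was not equal, genes with a gene-end peak differed by -1441 and, without the narrow lists, -1601 in adult H3K27ac, and by -2338 and -3446 in Crebbp. The similarity difference was -0.000447 in adult H3K27ac, -0.0423 and -0.0329 (narrow lists left out) in Ep300, and -0.0335 in Crebbp without the narrow lists. Ep300 at H3K27ac peaks differed by 11.2 points, and 16.02 without the narrow lists, and Crebbp by -15.2 and -21.9. With lists ranked by maximum signal the Ep300 value was 0.0791. With peaks within 1 kb merged first Crebbp genes differed by -21.8 and, without the narrow lists, -34.7, and the Ep300 similarity by -0.0191.

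With all lists, adult H3K27ac gave 1 gene with maximum signal or a 200 bp overlap, 10 with 3 kb windows, 41 with the whole gene plus 1 kb, and 0 by limma with N = 5000, merged peaks or presence in place of rank (430 genes at an unadjusted p under 0.05 in the planned fit). No list passed with N = 5000, the estimated correlation or fry (0 each). Ep300 gave 0 genes by limma with maximum signal, N = 5000, 3 kb windows, merged peaks, the whole gene or presence (203 unadjusted in the planned fit), 4 with no filter on libraries, 6 lists with merged peaks and with the whole gene, and 0 lists with the estimated correlation and with fry. Fetal lists numbered 1 with N = 5000 and 0 with the estimated correlation and fry. Fetal against adult gave 1 gene with N = 5000, 0 by limma with maximum signal, 3 kb windows, 200 bp overlap, merged peaks or presence (414 unadjusted in the planned fit), 52 with the whole gene and 4 with no filter. The difference of effects gave 2 genes with maximum signal, 7 with the whole gene, and 0 by limma with 3 kb windows, merged peaks or presence (135 unadjusted in the planned fit).

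After the narrow lists were left out, adult H3K27ac gave 1901 genes with maximum signal, 1476 with N = 5000, 1990 with merged peaks and 753 with presence, and lists numbered 0 with N = 5000, 0 with the estimated correlation and 9 with fry. Ep300 gave 169 with maximum signal, 182 with merged peaks, 864 with the whole gene, 329 with presence and 200 with narrow scaled lists also left out, with 0 lists under the estimated correlation and 8 under fry. Crebbp gave 11 with maximum signal, 0 with N = 1000 and with merged peaks, 10 with 3 kb windows, 19 with presence and 2 with narrow scaled lists also left out (limma, 72 unadjusted). Fetal H3K27ac gave 0 with maximum signal (limma, 1498 unadjusted), 122 with N = 5000, 36 with 3 kb windows, 147 with merged peaks and 262 with the whole gene, and lists numbered 1 with N = 5000, 4 with merged peaks and 0 with the estimated correlation. Fetal against adult gave 1144 with N = 5000, 1012 with presence and 922 with narrow scaled lists also left out. The difference of effects gave 423 with maximum signal, 501 with merged peaks and 496 with narrow scaled lists also left out.

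With a replicate block, which pairs libraries of the same number, all adult H3K27ac lists gave 1 gene and all Ep300 lists 3. Without the narrow lists, where the numbers did not pair the libraries, the block gave 1825 genes in adult H3K27ac, 3 in Ep300, 0 in Crebbp and 0 in fetal H3K27ac (limma; 72 and 1498 unadjusted without the block).

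Single genes reversed as follows, all lists used unless named. Adult H3K27ac: Lgr5 0.0116 with the whole gene, Sox9 0.0815 with maximum signal. Ep300 lists: Eif4g2 -0.152 with 3 kb windows and -0.152 with the whole gene, Ep300 0.0103 with merged peaks, Crebbp 0.149 with maximum signal and 0.142 with merged peaks, Sox9 0.138 and Rpl4 -0.116 with maximum signal. Crebbp lists: Actb 0.256 with N = 1000 and 0.0498 with merged peaks, Vps51 -0.0647 with maximum signal, Eif4a1 -0.0527 with N = 1000 and -0.0827 with merged peaks. Fetal H3K27ac: Eif4g2 -0.0492 with 3 kb windows and -0.0492 with the whole gene, Sox9 -0.0165 with maximum signal, Dot1l -0.129 and Tnfrsf11a -0.0610 with the whole gene, Dusp27 -0.0366, Gys1 -0.0196 and Areg -0.112 with 3 kb windows, Areg -0.102 with merged peaks. Fetal against adult: Lgr5 0.0850, Dot1l 0.137 and Jaml 0.0395 with the whole gene, Sox9 0.138 and Actb 0.0835 with maximum signal, Actb 0.0383 with narrow lists left out.

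Leaving out each replicate gave these ranges, where fewer libraries and a narrow list against none shift the balance of the groups. The gene-end share differed by -5.16 to 17.3 points in adult H3K27ac, -7.48 to 17.2 in Ep300, -12.2 to 20.8 in Crebbp and -6.26 to 19.4 in fetal lists. Genes with such a peak differed by -602 to 2541, -655 to 1658, -49.7 to 176 and -615 to 2179. The log10 ratio of peaks per library ran from -0.324 to 0.209 in Ep300, -0.836 to 0.0274 in Crebbp and -0.339 to 0.260 in fetal lists, and that of covered length from -0.18 to 0.0979 in Ep300 and -0.494 to 0.0998 in Crebbp. The Crebbp similarity ran from -0.0106 to 0.00647. Ep300 at H3K27ac peaks ran from -9.79 to 9.18 points and, without the narrow lists, -1.62 to 0.782; Crebbp from -0.566 to 0.747 and -0.0586 to 0.149.

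Counts under leave-one-out with all lists were 0 to 631 genes in adult H3K27ac, 0 to 34 genes and 1 to 3 lists in Ep300, 0 to 2 genes and 0 to 1 lists in Crebbp, 0 to 477 genes and 1 to 4 lists for fetal against adult, and 0 to 32 genes for the difference of effects (limma and camera; unadjusted counts 430, 203, 16, 414 and 135). Each of these highest gene counts left out a narrow list. When the narrow lists were left out they were 2 to 5 lists in adult H3K27ac, 228 to 409 genes and 2 to 4 lists in Ep300, 2 to 23 genes and 0 to 1 lists in Crebbp, 0 genes and 1 to 2 lists in fetal H3K27ac, 922 to 1662 genes and 1 to 4 lists for fetal against adult, and 496 to 931 genes for the difference of effects. Where this left 1 library in a group, that library is assumed to vary like the others.

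Genes that reversed under leave-one-out with all lists ranged as follows. Adult H3K27ac: Eif4g2 -0.159 to 0.173, Ep300 -0.127 to 0.218, Lgr5 -0.168 to 0.0640, Sox9 -0.222 to 0.202, Chga -0.0350 to 0.0533, Actb -0.230 to 0.253. Ep300 lists: Eif4g2 -0.0914 to 0.269, Ep300 -0.0355 to 0.0460, Crebbp -0.167 to 0.119, Sox9 -0.228 to 0.141, Actb -0.238 to 0.242. Crebbp lists: Actb -0.182 to 0.0757. Fetal H3K27ac: Eif4g2 -0.0664 to 0.181, Ep300 -0.254 to 0.0837, Sox9 -0.18 to 0.319, Actb -0.332 to 0.325. Fetal against adult: Ep300 -0.207 to 0.148, Sox9 -0.294 to 0.121, Actb -0.292 to 0.276.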
